A study of Mus musculus with 4 samples.

How the data were processed

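The data are single-cell RNA sequencing of cells sorted by FACS for tdTomato from the cerebellum of mouse embryos at embryonic day 14.5. The Atoh1-Cre driver switches on tdTomato in cells of the Atoh1 lineage. In the En1/2 conditional knockout (CKO) it also deletes the floxed En1 and En2 genes. There are 2 control and 2 En1/2 CKO libraries, made with 10x Genomics 3′ chemistry and sequenced on an Illumina NovaSeq. Animals were pooled for each library. The replicate numbers are shared by both groups. The labels speak of replicate experiments, but do not say which libraries belong to the same experiment, litter or day.

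Per the file headers, the authors made each matrix with Cell Ranger 5.0.0, and the deposited values are raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, with no normalization. The genome build and annotation are not stated. Gene symbols and IDs are those of the files. Coordinates come from GENCODE M21 (GRCm38), in which 32158 of the 32285 listed gene IDs were found.

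Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs. A simulated-doublet score (the Scrublet algorithm) was computed within each library, and the top 0.8% of cells per 1000 cells were removed, which took 68 and 124 cells from the controls and 32 and 109 from the CKO libraries. Counts were scaled to 10000 per cell and logged. The 2000 most variable genes, ranked within libraries, were reduced to 30 principal components, leaving out En1, En2, Eomes and the sex-linked, mitochondrial, ribosomal-protein and haemoglobin genes. A graph of 20 shared neighbours was clustered by the Leiden algorithm at resolution 1.0 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3, Python 3.11.15). Cells of the excitatory cerebellar nuclei neuron-like class were clustered again with 20 components at resolution 0.6.

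Clusters were named from fixed marker lists, with thresholds that were set after the clusters had been seen. A candidate class needed at least 3 markers at 10 CPM (UMIs of a gene scaled to a common library total) or more in 5% of the cells, and the class with the highest mean scaled marker level was taken. A cluster stayed without a name when its 10 genes with the highest fold over the other cells included a marker of another class, or when it had under 20 cells. This is stricter than the rule planned for comparing classes, which asked only that a class should not have more leading markers of another class than of its own. Under the planned rule cluster 6 (leading markers Calb2, Lmx1a and Tbr1) could have been named unipolar brush cell-like. It is tested in place of that class below, but is not shown to be that class. The clusters 4, 6, 13, 16, 17 and 18 stayed without a name and are given by number. Names end in -like because no other measurement identifies the cells.

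Counts were summed per library and class, for classes with at least 20 cells in every library, so that the libraries and not the cells are the replicates. Each class was tested by edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr, R 4.3.3), two-sided, with Benjamini-Hochberg (BH) adjustment within a class and a threshold of 0.05; a gene under it is called. The standard error (SE) is the log2 fold change over the square root of F. Gene values are TMM-scaled CPM. Shares of cells per class or sub-cluster were tested by the same method on numbers of cells, with the kept cells as offset and no TMM. Lists of synaptic, axon guidance, p53 and apoptosis, dissociation stress, S phase and G2/M phase genes were tested by camera (limma 3.58.1) on ranks of log2 fold changes, with a preset correlation of 0.01. Whether the CKO effect differs between the granule lineage-like and excitatory cerebellar nuclei neuron-like classes was tested by an edgeR interaction term with the library as block. Shares of cycling cells and of cells with an Eomes or Tbr1 UMI were counted after thinning each cell to 3000 UMIs, leaving out shallower cells, and compared by an exact permutation test of the 4 library shares (scipy 1.17.1). A cell counted as cycling with at least 2 UMIs of Mki67, Top2a, Cenpf, Ube2c, Cdk1 and Birc5 together. The smallest two-sided p this test allows is 0.333. Intervals for shares of a single library are 95% Wilson intervals, and they and the limit of 3 counts for a share of 0 cover counting error only.

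The genes named are a fixed list of 25 and, in each fit, up to 5 called genes each way with the largest change. Such genes had at least 10 CPM on average and both CKO libraries on the same side of both controls. Sex-linked, mitochondrial and haemoglobin genes were left out of that rule. Genes among the 10 leading genes of a cluster of the class tested were left out too, since the cluster was built on them. The tests, the fixed list, the marker lists and the gene lists were chosen before the data were examined. The fits were tested on simulated data, without a simulated difference in cell quality between the groups. Of the genes given a simulated change and passing the low-count filter, edgeR called 161 of 191 (84.3%) in the excitatory cerebellar nuclei neuron-like class. It called 159 of 189 (84.1%) in the granule lineage-like class and 140 of 194 (72.2%) in all cells. Of the unchanged genes it called 8, 6 and 10 in the same order. All the changed genes so called had the simulated sign.

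The alternatives were RLE size factors, no low-count filter, DESeq2 1.42.0, the replicate number as block, each library left out in turn, cells with at least 1500 genes, doublets kept, counts thinned to the shallowest library, Leiden resolutions 0.5 and 1.5, genes centred within library, and clustering without called genes. For lists they were fry and camera with an estimated correlation. For shares of cells they were TMM factors over the clusters, sub-cluster resolutions 0.3 and 1.0, other depths of thinning and other minimum counts. Chosen after seeing the data were a fit of intact cells (at least 4000 UMIs and at most 5% mitochondrial UMIs), crossed pairs as block, equal cells of clusters 5, 7 and 8, each of these clusters alone, and sub-clusters without called genes, with and without thinning to 2000 UMIs. The matrices of the 4 libraries were all used. Figures were drawn with matplotlib 3.10.9.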

Results

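Cells of the Atoh1 lineage were profiled by single-cell RNA sequencing in 2 control and 2 En1/2 CKO libraries of the E14.5 cerebellum. The libraries held 21351661 and 14998150 UMIs in control replicates 1 and 2, and 27138010 and 33709450 UMIs in CKO replicates 1 and 2. After filtering, 2843, 3807, 1975 and 3588 cells remained in the same order. The groups differed in cell quality. Median UMIs per kept cell were 2676 and 2077 in the controls and 5221 and 5145 in the CKO libraries. Intact cells, with at least 4000 UMIs and at most 5% mitochondrial UMIs, numbered 523 and 237 in the controls but 897 and 1818 in the CKO libraries. No label gives a batch, so a difference in preparation and the genotype cannot be told apart. The libraries also differed in sex. Xist stood at 0.51, 2238, 1391 and 438 CPM in the same order. Haemoglobin RNA in granule lineage-like cells, which should lack it, stood at 32.3, 1289, 15.1 and 2.9 CPM.

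The deletion itself was read first, from the counts of both deleted genes in each library. En2 (ENSMUSG00000039095; chromosome 5, 28165694 to 28172166) had 1896 and 1648 UMIs over all cells of the controls and 600 and 590 in the CKO libraries. That is 146 ± 24.4 CPM (SD, n = 2) against 25.9 ± 7.35 CPM (SD, n = 2). The log2 fold change was −2.50 (SE 0.29), with both CKO libraries below both controls, at an adjusted p of 0.451 over the 14604 genes tested and 0.00149 adjusted over the list alone. DESeq2 gave −2.48 and called the gene. En1 (ENSMUSG00000058665; chromosome 1, 120602418 to 120607992) had 3309, 3740, 3087 and 7530 UMIs, or 298 ± 103 CPM against 212 ± 73.4 CPM (SD, n = 2 each). Its log2 fold change was −0.49 (SE 0.36, adjusted p 0.562), smaller than the spread between replicates. Over the 4 libraries left out in turn it ranged from −0.90, without CKO replicate 2, to −0.09, without control replicate 2. The UMIs are counted at the 3′ end of transcripts, and the files do not give their positions within the gene.

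**Figure D1:**
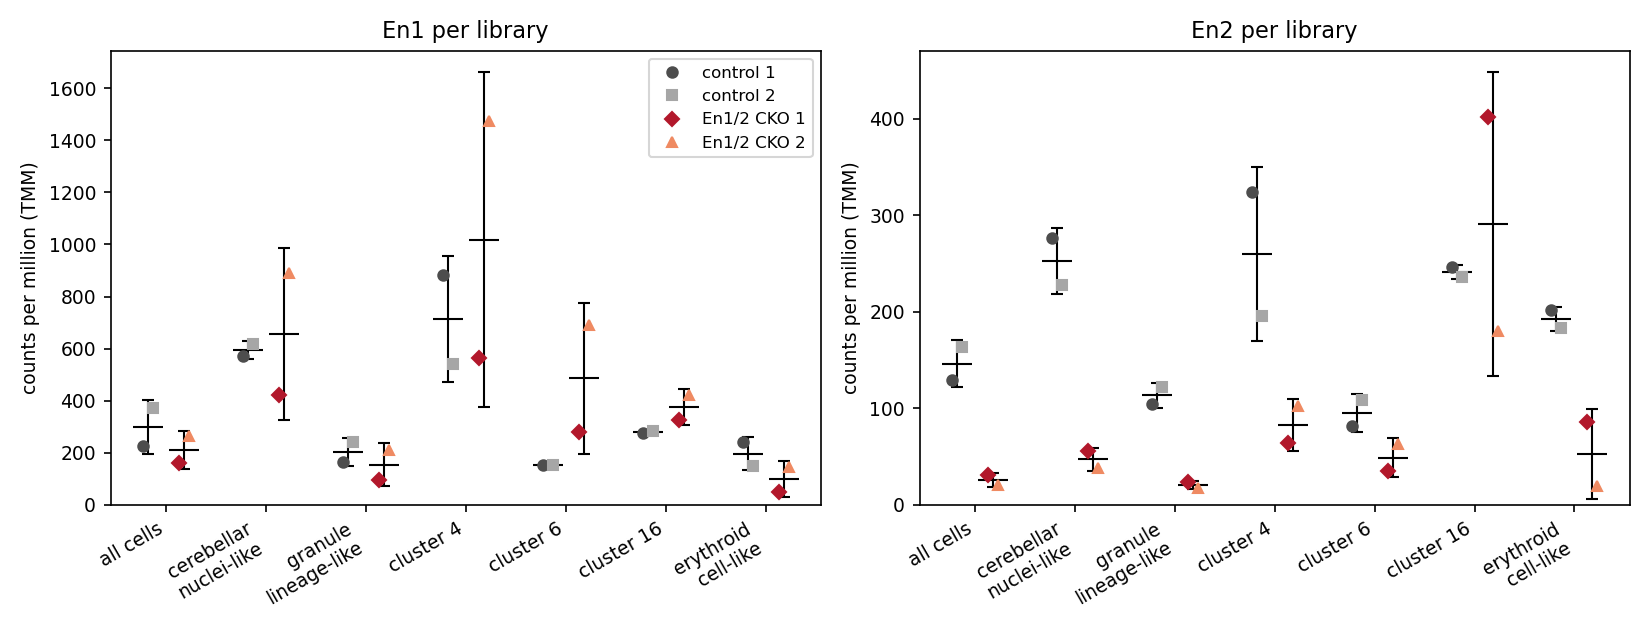
En1 and En2 in TMM-scaled CPM (y axis) over all cells and in the 6 classes tested (x axis). Points are the libraries, and horizontal lines and bars are the mean and SD of the 2 libraries of a group. En2 lies below both controls in both CKO libraries in each class but cluster 16.

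Over all cells, which mixes composition and expression, 0 of 14604 genes were called. At an unadjusted p under 0.05 there were 1575. DESeq2 called 136 and the fit without a low-count filter 748.

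The second question was which cell types the sort contained and in what shares. Clusters 1, 2, 3, 9, 10, 11, 12 and 14 were granule lineage-like, clusters 5, 7 and 8 excitatory cerebellar nuclei neuron-like, and cluster 15 erythroid cell-like. No cluster was named unipolar brush cell-like. The markers of cluster 6 scored highest for that class, but Tbr1 was among its leading genes. Tbr1 is a listed marker of excitatory cerebellar nuclei neurons, and at 134.3 CPM it was highest in cluster 6. Meis2, another such marker, stood at 1004.5 CPM there. Of the listed unipolar brush cell markers, Calb2 (190.3 CPM) and Lmx1a (152.1 CPM) were highest there too, while Otx2 stood at 3.2 CPM. Cluster 6 may thus hold nuclei neurons. Granule lineage-like cells made up 44.4 ± 27.8% of the control cells and 71.3 ± 15.3% of the CKO cells (SD, n = 2 each). Excitatory cerebellar nuclei neuron-like cells made up 23.3 ± 9.31% and 14.6 ± 9.29% (SD, n = 2 each). The log2 ratios of the shares were 0.68 (SE 1.19, adjusted p 0.817) and −0.67 (SE 1.19, adjusted p 0.817), smaller than the spread between replicates. The clusters without a name held 343 and 1627 cells of the controls and 310 and 290 of the CKO libraries. The markers of clusters 4 and 13 scored highest for excitatory cerebellar nuclei neurons, so the share of that class leaves these cells out. It also leaves out any nuclei neurons in cluster 6. Cluster 4 held 10.4 ± 9.03% of the control cells and 3.88 ± 1.39% of the CKO cells (SD, n = 2 each; log2 ratio −1.43, adjusted p 0.763). No class share passed the threshold. The lowest adjusted p was 0.0772, shared by cluster 18, which had 14 cells in all, and cluster 13. Cluster 13 held 6.97 ± 6.82% of the control cells and 0.623 ± 0.408% of the CKO cells (SD, n = 2 each; log2 ratio −3.50, SE 1.33). It passed the threshold with TMM factors over the clusters (−3.625) and with doublets kept (−3.465). Its log2 ratio was −1.786 without control replicate 2 and −4.383 without CKO replicate 1.

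**Figure D2:**
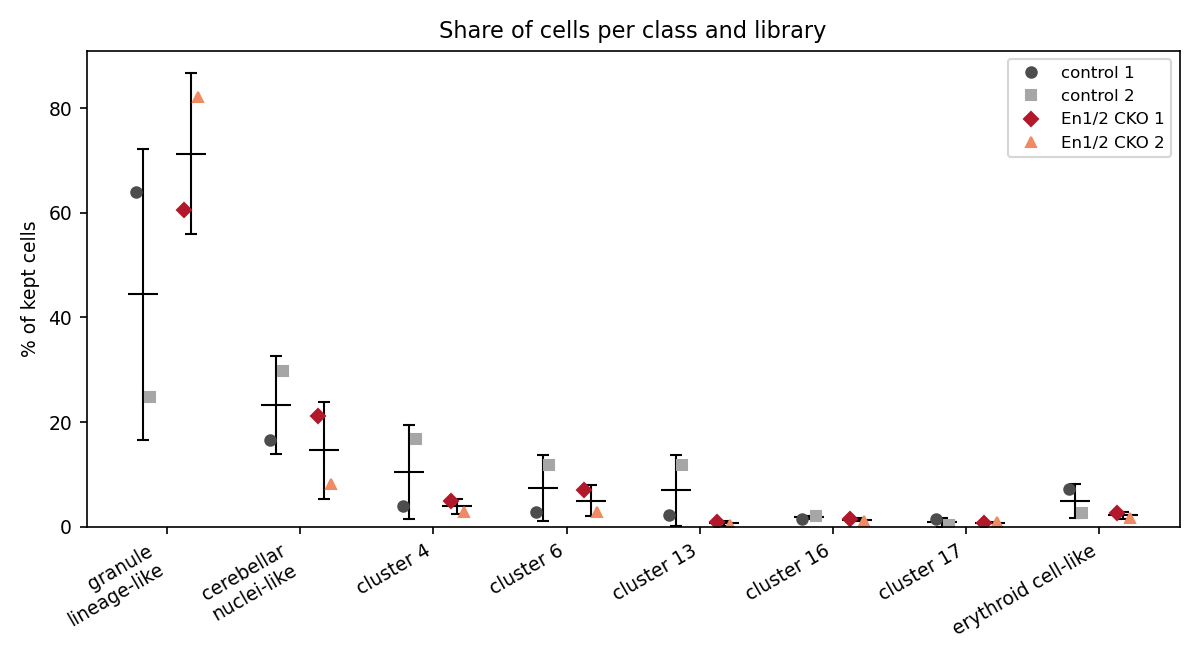
Share of kept cells in % (y axis) per class (x axis) for the 4 libraries. Points are libraries, and lines and bars are the mean and SD of the 2 libraries of a group. The granule lineage-like share is lowest in control replicate 2 and highest in CKO replicate 2.

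Genes were then compared within a class, to ask how the deletion changes the excitatory cerebellar nuclei neurons, which the title of the study concerns, and the granule lineage. In the excitatory cerebellar nuclei neuron-like class (474 and 1136 control cells, 419 and 290 CKO cells), 297 of 11025 genes were called, 170 higher and 127 lower in the CKO libraries. The largest count among the alternatives was 1158, with no low-count filter. Among intact cells 46 genes were called, of which 37 were among the 297 and changed in the same direction. Clusters 5, 7 and 8 alone gave 13, 28 and 52 called genes, of which 10, 10 and 21 were among the 297 and changed in the same direction. Of the 297 genes, 68.3%, 62.8% and 88.9% of those tested kept their direction there. With equal cells of the 3 clusters 24 genes were called, and 286 of the 287 genes tested kept their direction. In the granule lineage-like class (1821, 944, 1194 and 2948 cells), 75 of 13786 genes were called, 15 higher and 60 lower. Intact cells gave 5 called genes and no low-count filter 328. Cluster 4 had 0 called genes of 5925, with 330 at an unadjusted p under 0.05. Cluster 6 had 1 of 6227, cluster 16 had 1 of 2948, and the erythroid cell-like class had 0 of 3419, with 172 at an unadjusted p under 0.05.

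En2 was called in both large classes. In the excitatory cerebellar nuclei neuron-like class it fell from 252 ± 34.2 to 47.0 ± 12.02 CPM (SD, n = 2 each), a log2 fold change of −2.40 (SE 0.23, adjusted p 0.00649). In the granule lineage-like class it fell from 113 ± 12.7 to 20.5 ± 3.85 CPM, a log2 fold change of −2.46 (SE 0.23, adjusted p 0.000143). In cluster 16 En2 was not lower, at 241 ± 7.25 CPM in the control and 291 ± 157 CPM in the CKO libraries (SD, n = 2 each; log2 fold change 0.25, SE 0.41, adjusted p 0.998). En1 was at 594 ± 34.2 CPM in the control and 655 ± 331 CPM in the CKO libraries of the former class (log2 fold change 0.14, SE 0.31, adjusted p 0.843), with CKO replicate 1 below and CKO replicate 2 above both controls. It was −0.496 without CKO replicate 2 and 0.581 without CKO replicate 1. In cluster 6 En1 was higher in both CKO libraries, at 486 ± 290 against 152 ± 1.27 CPM (SD, n = 2 each). That log2 fold change of 1.66 had an adjusted p of 0.994 over all genes and 0.0211 adjusted over the list alone, and it was 0.891 without CKO replicate 2 and 2.188 without CKO replicate 1.

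Of the 25 fixed genes, 4 were called among all genes in the excitatory cerebellar nuclei neuron-like class and 11 adjusted over the list alone. The 4 were En2 (lower), Nhlh1 (log2 fold change 1.23, SE 0.20, adjusted p 0.0278), Barhl1 (1.22, SE 0.27, adjusted p 0.0489) and Cntn2 (1.06, SE 0.21, adjusted p 0.0397), each of the last 3 higher in both CKO libraries than in both controls. Within cluster 7 alone Barhl1 (−0.039) and Nhlh1 (−0.049) had the opposite sign. Without control replicate 1 the log2 fold change of Barhl1 was 1.694, and without control replicate 2 it was 0.852. Nhlh1 is on chromosome 1 (172052292 to 172057573), Barhl1 on chromosome 2 (28907679 to 28916668) and Cntn2 on chromosome 1 (132509427 to 132543256). In the granule lineage-like class 1 fixed gene was called among all genes and 4 adjusted over the list alone. Cluster 4 had 0 and 1 by the same counts and 4 genes at an unadjusted p under 0.05; cluster 6 had 0 and 1, also with 4. For Tbr1 the log2 fold change in the excitatory cerebellar nuclei neuron-like class was −0.78 (SE 0.68, adjusted p 0.556), and it was 1.339 without control replicate 2 and −1.46 without control replicate 1. For Eomes it was −0.15 (SE 0.37, adjusted p 0.859).

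The genes named by the rule in the excitatory cerebellar nuclei neuron-like class, beside En2, were Lmo2, Tesc, Gm35040, Dlk1, Car10, Gria1 and Col25a1. A further 2 genes met the rule but were leading genes of a cluster of this class. Lmo2 (ENSMUSG00000032698; chromosome 2, 103957986 to 103981878) rose from 7.64 ± 1.07 to 85.1 ± 16.8 CPM (SD, n = 2 each), a log2 fold change of 3.48 (SE 0.27, adjusted p 0.00328). Among intact cells its log2 fold change was 1.20 and it was not called. Tesc and Gm35040 had log2 fold changes of 2.99 each, with adjusted p-values of 0.0223 and 0.0329. That of Tesc was 4.194 without control replicate 1 and 2.118 without control replicate 2. Col25a1 (ENSMUSG00000058897; chromosome 3, 130131501 to 130599877) fell from 68.2 ± 5.62 to 11.8 ± 0.46 CPM (SD, n = 2 each), a log2 fold change of −2.53 (SE 0.23, adjusted p 0.00649). Dlk1, Car10 and Gria1 had log2 fold changes of −2.92, −2.78 and −2.62, with adjusted p-values of 0.0150, 0.0306 and 0.0242. That of Dlk1 was −4.368 without CKO replicate 1 and −2.42 without CKO replicate 2, and that of Car10 −2.099 and −3.443. That of Gria1 was −1.97 without control replicate 1 and −3.106 without control replicate 2. Among intact cells Tesc (1.413), Gm35040 (2.819) and Col25a1 (−2.373) were not called either, Gria1 was, and Dlk1 and Car10 had too few counts. DESeq2 called Lmo2 and Col25a1 and gave the other 5 no adjusted p, since its own filter on mean counts left them out. For all 7, both CKO libraries lay on the same side of both controls. Gria1, Col25a1 and Dlk1 are leading genes of sub-cluster 1, and Lmo2 of sub-cluster 5, whose shares follow.

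**Figure D3:**
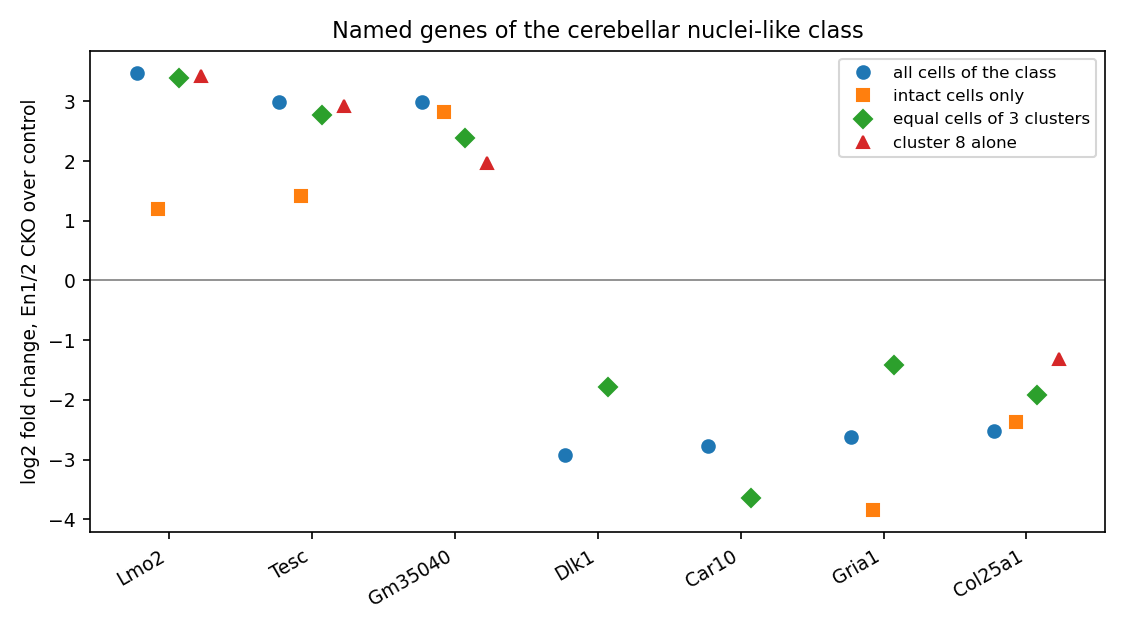
Log2 fold change, CKO over control (y axis), of the 7 named genes of the excitatory cerebellar nuclei neuron-like class (x axis) under 4 choices of cells. A gene has no point where it had too few counts to be tested. Where a gene was tested its sign is the same under these 4 choices, and Lmo2 is 3.48 in all cells of the class and 1.20 among intact cells.

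In the granule lineage-like class the rule named 2610027F03Rik, Gm35040, Dapl1, Sst, Gm10578, Zfhx3 and Grin2b beside En2, with 2 more left out as leading genes of a cluster. The long non-coding RNA gene 2610027F03Rik (ENSMUSG00000099957; chromosome 1, 120621740 to 120690403, 13748 base pairs from En1 on the same strand) rose from 5.00 ± 3.60 to 32.5 ± 3.64 CPM (SD, n = 2 each). Its log2 fold change was 2.99 (SE 0.37, adjusted p 0.00160). It was also the 1 gene called in cluster 6, with a log2 fold change of 3.93 (SE 0.48, adjusted p 0.00826). In cluster 16 the 1 called gene was Dqx1 (ENSMUSG00000009145; chromosome 6, 83057844 to 83067318), with 1, 1, 22 and 40 UMIs. Sst (ENSMUSG00000004366; chromosome 16, 23889573 to 23890958) fell from 43.7 ± 29.1 to 5.20 ± 0.50 CPM, a log2 fold change of −3.01 (SE 0.37, adjusted p 0.00160); it was −2.146 without control replicate 2 and −3.618 without control replicate 1. The log2 fold change of 2610027F03Rik was 2.103 without control replicate 1 and 3.719 without control replicate 2. Among intact cells 2610027F03Rik was called and the other 6 genes were not. Of these 7 genes, Sst, Gm10578, Zfhx3 and Grin2b were lower. Sst is a leading gene of cluster 4 and Zfhx3 of cluster 5, which are outside this class. The log2 fold change of Zfhx3 was −1.94, with −1.027 without control replicate 2 and −2.591 without control replicate 1.

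The effect of the deletion was then compared between both large classes by an interaction term. It differed for 164 of 12224 genes, 126 with a higher log2 fold change in the excitatory cerebellar nuclei neuron-like class and 38 with a lower one. Of these, 110 had opposite signs in the 2 classes, none of them called in both classes. No low-count filter gave 263 genes and intact cells 6.

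Sub-clusters of the excitatory cerebellar nuclei neuron-like class were compared by share, to ask whether some of these neurons are missing. Of 6 sub-clusters, 5 passed the threshold. Sub-cluster 4 (leading genes Bnc2, Npnt and Cntnap5a) held 19.3 ± 2.83% of the class in the controls and 3.12 ± 1.99% in the CKO libraries (SD, n = 2 each; log2 ratio −2.58, SE 0.66, adjusted p 0.00470). Sub-cluster 1 (Gria1, Col25a1, Cntnap4) fell from 30.8 ± 1.82% to 6.04 ± 1.24% (SD, n = 2 each; log2 ratio −2.33, SE 0.63, adjusted p 0.00470). Sub-cluster 2 (Grm5, Peg10, Magel2) fell with a log2 ratio of −1.77 (SE 0.62, adjusted p 0.0177). Sub-cluster 5 (Hopx, Phlda1, Rpl29) held 5.19 ± 4.60% in the controls and 36.6 ± 10.3% in the CKO libraries (SD, n = 2 each; log2 ratio 2.88, SE 0.64, adjusted p 0.00425). Sub-cluster 6 (Snhg11, Spon1, Foxp2) rose with a log2 ratio of 2.33 (SE 0.62, adjusted p 0.00470). For cells led by Snhg11 it was 1.524 (adjusted p 0.0291) without called genes and 1.637 (adjusted p 0.0386) with doublets kept. It was 0.356 (adjusted p 0.622) with thinned cells and without called genes. At resolution 1.0 it was 1.504 (adjusted p 0.0524), where other cells of sub-cluster 6 formed a sub-cluster led by Robo3. The log2 ratio of sub-cluster 5 was 4.238 without control replicate 1 and 2.117 without control replicate 2, and that of sub-cluster 4 was −3.488 without CKO replicate 1 and −2.091 without CKO replicate 2. Sub-cluster 5 had a median of 12082 UMIs per cell, against 2003 to 2434 in the others. Among its 10 leading genes, 8 were called in at least 1 class. Atoh1 was among these 10 too. Over the clusters Atoh1 was highest in granule lineage-like cluster 10 (306.4 CPM), with 207.4 CPM in cluster 8. Sub-clusters were not named by the marker rule, so sub-cluster 5 is not shown to hold nuclei neurons alone. Without the called genes 4 of 6 sub-clusters passed, and 1 of 6 with the cells also thinned to 2000 UMIs. The lower share of cells led by Gria1 and Col25a1 did not pass without the called genes (log2 ratio −0.625, adjusted p 0.140), with thinning as well (−0.518, adjusted p 0.532) or with doublets kept (−0.655, adjusted p 0.376). It passed in cells with at least 1500 genes (−2.655, adjusted p 0.000392) and at resolution 0.3 (−0.793, adjusted p 0.00399). At resolution 1.0 cells led by Col25a1 passed (−2.756, adjusted p 0.00456) and cells led by Gria1 did not (−1.674, adjusted p 0.0524). The sub-cluster that passed with thinning, led by Rflna, Lmo2 and Evx1os, held 3.36 ± 0.37% in the controls and 20.3 ± 9.72% in the CKO libraries (SD, n = 2 each).

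**Figure D4:**
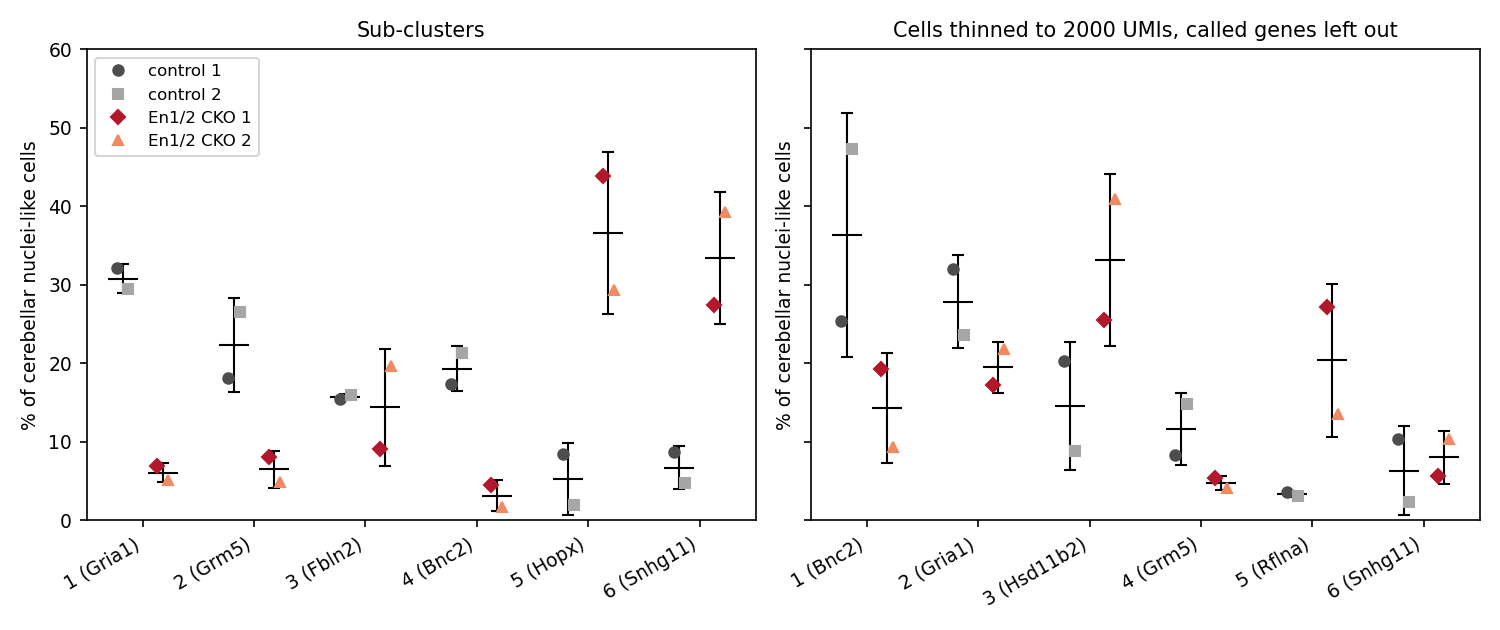
Share of excitatory cerebellar nuclei neuron-like cells in % (y axis) per sub-cluster, named by its first leading gene (x axis), in the sub-clustering described (left) and with cells thinned to 2000 UMIs and called genes left out (right). Points are libraries, and lines and bars are the mean and SD of the 2 libraries of a group. On the left the Bnc2 sub-cluster is lower in both CKO libraries than in both controls.

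Of the 36 combinations of 6 lists and 6 classes, camera called 9. Synaptic genes were lower in the excitatory cerebellar nuclei neuron-like class (median log2 fold change −0.61, adjusted p 1.36e-06) and in the granule lineage-like class (−0.60, adjusted p 3.19e-10). G2/M phase genes were lower in the former (−0.36, adjusted p 0.000571) and higher in the latter (0.39, adjusted p 1.89e-09). Dissociation stress genes were higher in the former (0.55, adjusted p 0.0449), a call that was lost among intact cells (0.095). Axon guidance genes were lower (−0.38, adjusted p 0.00341) and S phase genes higher (0.18, adjusted p 0.0244) in the granule lineage-like class. G2/M phase (0.26, adjusted p 0.000368) and S phase (0.28, adjusted p 0.0209) genes were higher in the erythroid cell-like class. That class had a median of only 1353 UMIs per cell. It also held the granule lineage markers Zic1 (829.0 CPM), Pax6 (386.4 CPM) and Barhl1 (382.5 CPM). RNA of other cells and a change in the erythroid cells cannot be told apart for these 2 calls. The p53 and apoptosis genes were called in no class, with a median log2 fold change of 0.35 and an adjusted p of 0.112 in the excitatory cerebellar nuclei neuron-like class. With equal cells of clusters 5, 7 and 8 they were called higher there (0.20, adjusted p 0.0127). Under fry and under an estimated correlation 0 of the 9 calls held. Among intact cells only both large classes were tested, and 3 combinations were called. There the S phase genes of the granule lineage-like class were lower (−0.203). Both G2/M calls of the large classes were lost there. By camera their values were −0.080 (adjusted p 0.870) in the excitatory cerebellar nuclei neuron-like class and 0.055 (adjusted p 0.227) in the granule lineage-like class.

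The share of cycling cells was 24.4 ± 8.38% in the controls and 35.2 ± 2.02% in the CKO libraries (SD, n = 2 each). The difference of 10.8 percentage points had an exact permutation p of 0.333, the smallest the design allows. It was 4.997 percentage points (exact permutation p 1.0) with at least 1 UMI in place of 2, and 5.447 (exact permutation p 0.667) among intact cells. Within granule lineage-like cells the share was 40.4 ± 5.25% against 41.8 ± 7.86% (SD, n = 2 each; exact permutation p 1.0). Without thinning the difference in that class was 13.183 percentage points, and the CKO cells of that class were deeper. The difference over all cells was 4.88 percentage points without control replicate 2 and 16.733 without control replicate 1.

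An Eomes UMI was found in 2.53 ± 0.773% of the control and 1.88 ± 0.262% of the CKO cells of the excitatory cerebellar nuclei neuron-like class (SD, n = 2 each; exact permutation p 0.667). Cluster 16, which holds inhibitory markers and should lack Eomes, had it in 1 of 19, 0 of 21, 0 of 12 and 0 of 12 cells. Those counts of 0 allow shares of up to 14.3%, 25.0% and 25.0%. Median depths were 3892, 3870, 10410 and 10176 UMIs in the former and 4050, 3852, 4140 and 3764 in the latter. With so few cells in cluster 16, these counts do not separate a share of this size from background. In cluster 6 the shares were 25.2 ± 2.08% and 17.1 ± 15.8% (SD, n = 2 each; exact permutation p 1.0), with only 1 of 17 cells in CKO replicate 2; without CKO replicate 2 the difference was 3.07 percentage points and with it −8.12. A Tbr1 UMI was found in 32.2 ± 11.1% and 38.6 ± 13.02% of cluster 6 cells (SD, n = 2 each; exact permutation p 0.667) and in 1.84 ± 1.88% and 2.09 ± 0.555% of excitatory cerebellar nuclei neuron-like cells (exact permutation p 1.0). In cluster 16 it was found in 0 of 19, 1 of 21, 0 of 12 and 0 of 12 cells, where the counts of 0 allow up to 15.8%, 25.0% and 25.0%. In granule lineage-like cells, which hold an Eomes UMI more often (11.9 ± 0.105% against 7.52 ± 1.37%, SD, n = 2 each, exact permutation p 0.333), a Tbr1 UMI was found in 3.14 ± 1.84% of the control and 0.663 ± 0.325% of the CKO cells (SD, n = 2 each; exact permutation p 0.333). The control share of Tbr1 in the excitatory cerebellar nuclei neuron-like class was thus not above that in granule lineage-like cells, where median depths were 5648 and 4448 UMIs in the controls and 16556.5 and 12697.5 in the CKO libraries.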

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

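The tests of intact cells were chosen after the results below had been seen; the interaction term itself was planned.

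The effect of the deletion differed between the granule lineage-like and the excitatory cerebellar nuclei neuron-like classes for 164 of 12224 genes by the interaction term, and 110 of these had opposite signs in both classes. None of the 110 was called in both. The genes called in both, 2610027F03Rik (log2 fold changes 2.988 and 0.871) and Ppp1r14c (1.148 and 2.218), had the same sign. The classes come from the same libraries, but median depth differed between the groups mainly in the granule lineage-like class. Median UMIs per granule lineage-like cell were 3051 and 2157 in the controls and 13468.5 and 9394.5 in the CKO libraries. In the other class they were 2694, 2142, 3455 and 2440.5 in the same order, with CKO replicate 2 below control replicate 1. Intact cells were scarcer in the controls in both classes. In the same order they were 53 of 474, 46 of 1136, 141 of 419 and 90 of 290 excitatory cerebellar nuclei neuron-like cells. Granule lineage-like cells had 450 of 1821, 110 of 944, 718 of 1194 and 1704 of 2948. A lower share of intact cells in the controls could give such a pattern only if it acts unequally on both classes. As the whole cause it would leave no called gene among intact cells. Of the 164 genes, 4 were called in the same direction there (Dqx1, Phlda1, Plk4 and Ppp1r14c). For these 4 the tables argue against the lower share of intact cells as the whole cause. Intact cells still differed in depth, with median UMIs of 14393 and 5604 in the controls and 17764 and 13031.5 in the CKO libraries. A difference in quality that remains among intact cells is therefore not ruled out. For the other 160 genes the median ratio of the interaction effects, intact cells over all cells, was 0.579. That lies between the 0 that the lower share of intact cells needs and the 1 that it does not allow. For these, cell quality and genotype cannot be told apart, because the intact cells of the controls are few. A difference between the lineages in their response to the deletion stays open and was not tested further.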

How the results depend on the processing

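The intact cells, the crossed pairs, the equal cells of clusters 5, 7 and 8, each of these clusters alone and the sub-clusters without called genes were chosen after seeing the data; the other alternatives were planned. Where a value below changed a call, the cause was not tested unless one is given. The nuclei-like class below is the excitatory cerebellar nuclei neuron-like class.

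En2 over all cells kept its direction in every alternative run, from −2.82 to −2.23 with each library left out in turn. It passed the threshold over all genes without a low-count filter (−2.449), with DESeq2 (−2.479) and with the pairs crossed (−2.519). The counts of called genes moved with the processing, with 297 in the nuclei-like class, 75 in the granule lineage-like class and 0 over all cells as reported. Without a low-count filter they were 1158, 328 and 748, with 43 in cluster 4, 21 in cluster 6, 6 in cluster 16 and 4 in the erythroid cell-like class. Fixed genes called over all genes were then 9, 5, 1 and 1 in the nuclei-like class, the granule lineage-like class, cluster 4 and cluster 6. Over the list alone they were 8, 2 and 4 in the last 3, and the interaction term gave 263 genes. DESeq2 called 136 genes over all cells, 468 in the nuclei-like class (337 higher and 131 lower, 220 of them shared with the 297, while 73 of the 297 got no adjusted p from its own filter on mean counts), 2 in cluster 6 and 0 in cluster 16. With DESeq2, 9 fixed genes were called over all genes in the nuclei-like class and 2 over the list alone in cluster 4, and the interaction term gave 65 genes.

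Cells with at least 1500 genes gave 702 genes in the nuclei-like class (281 shared), 15 in the granule lineage-like class, 5 in cluster 4 and 0 in cluster 6. Fixed genes over the list alone were then 1 in the granule lineage-like class, 3 in cluster 4 and 0 in cluster 6, with 2 over all genes in cluster 4, and the interaction term gave 69 genes. Single genes reversed among these cells: En1 (−0.009) and Eomes (0.648) in the nuclei-like class, En1 in cluster 4 (−0.478) and Tbr1 in cluster 6 (−0.079). With doublets kept 101 genes were called in the nuclei-like class and 7 in the granule lineage-like class. Fixed genes were then 2 over all genes in the nuclei-like class, and 2 each over the list alone in clusters 4 and 6. Eomes reversed in the nuclei-like class (0.138). Thinning to the shallowest library gave 23 genes in the granule lineage-like class and 0 in cluster 6, with 4 and 0 fixed genes over the list alone in clusters 4 and 6. Fewer counts make this loss possible by construction.

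Leiden resolution 0.5 gave 40 genes in the granule lineage-like class and 3 in cluster 4, with 3 fixed genes over the list alone there. Leiden resolution 1.5 gave 2 fixed genes over the list alone in cluster 4. With genes centred within library 11 genes were called in the granule lineage-like class and 0 in cluster 6, 2 fixed genes over the list alone in cluster 4, and Eomes reversed in the nuclei-like class (0.05). Clustering without called genes gave 47 in the granule lineage-like class.

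Intact cells gave 46 called genes in the nuclei-like class, 12 higher and 34 lower against 170 and 127 as reported, and 5 in the granule lineage-like class. Fixed genes were then 1 over all genes and 1 over the list alone in the nuclei-like class and 1 over the list alone in the granule lineage-like class. The interaction term gave 6 genes and the lists 3 calls, with only both large classes tested. Reversed among intact cells were En1 (−0.201) and Eomes (0.101) in the nuclei-like class, and axon guidance (0.001) and S phase genes (−0.203) in the granule lineage-like class. Equal cells of clusters 5, 7 and 8 gave 24 genes, 1 fixed gene over all genes, 4 over the list alone and 4 list calls, and Tbr1 reversed (0.226). Clusters 5, 7 and 8 alone gave 13, 28 and 52 genes, with 1 fixed gene over all genes in each and 4, 3 and 4 over the list alone. In cluster 7 alone Barhl1 (−0.039) and Nhlh1 (−0.049) reversed, and in cluster 8 alone En1 (−0.442) and Eomes (0.04). These fits hold fewer cells, so part of the loss of calls comes from the construction.

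The share of cluster 13 passed the threshold with doublets kept (−3.465), with TMM factors over the clusters (−3.625) and with the pairs crossed (−3.207). That of cluster 17, which was not called, reversed with TMM factors (0.287) and with the pairs crossed (0.152). Sub-clusters past the threshold were 3 of 4 at resolution 0.3 and 1 of 6 with thinned counts and without called genes, against 5 of 6 as reported. With at least 1500 genes every sub-cluster passed (highest adjusted p 0.0300). At resolution 1.0 some passed and others did not, with adjusted p from 4.84e-06 to 0.761. The list calls were 0 under fry and 0 under camera with an estimated correlation, against 9. Without thinning the difference in cycling granule lineage-like cells was 13.183 percentage points, against 1.4, as deeper cells reach 2 UMIs more often.

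With each library left out in turn the log2 ratios of class shares ranged from −1.525 to −0.133 for the nuclei-like class, 0.155 to 1.524 for the granule lineage-like class, −2.115 to −0.06 for cluster 4 and −1.348 to 0.785 for cluster 6. They ranged from −4.383 to −1.786 for cluster 13, −0.927 to 1.528 for cluster 17 and −1.744 to −0.287 for the erythroid cell-like class. Control replicate 2 decided the values of clusters 4, 6 and 13 nearest to or past 0.

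With the replicate number as a replicate block, 26 genes were called in the nuclei-like class, all among the 297, and 0 in the granule lineage-like class. Fixed genes were then 1 over all genes and 6 over the list alone in the nuclei-like class, 0 and 1 in the granule lineage-like class, and 0 over the list alone in cluster 4. Among the named genes of the nuclei-like class Tesc, Gm35040, Car10 and Gria1 were not called under the block, nor were Barhl1, Nhlh1 and Cntn2. Of the lists 8 were called against 9, without the dissociation stress genes of the nuclei-like class (0.485, adjusted p 0.0593). The share of cluster 17 reversed (0.273). The deviations of same-numbered libraries correlated at −0.242 over all cells, −0.182 in the nuclei-like class and −0.079 in the granule lineage-like class, so these data do not show that the numbers pair the libraries.

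With the pairs crossed, 585 genes were called over all cells, 855 in the nuclei-like class, 323 in the granule lineage-like class, 15 in cluster 4, 20 in cluster 6 and 2 in the erythroid cell-like class, with fixed genes over all genes at 8 in the nuclei-like class, 5 in the granule lineage-like class and 1 each in clusters 4 and 6, over the list alone at 8, 2 and 4 in the last 3, and 8 list calls against 9.

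Of 527 alternatives for single genes, lists and sub-clusters, 111 lost a call (5 of them for want of an adjusted p from DESeq2), 5 gained one and 15 changed sign. Of 156 further values with a library left out, 27 moved by more than the spread between replicates and 10 changed sign, of which 0 belong to a called result.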

Other observations

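Of the tests below, 3 were written before their result was seen: both ratios of expression between classes, and Fisher's exact test of genes near the deleted loci. The others were chosen after the results had been seen.

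Deleted genes. En1 counts in the excitatory cerebellar nuclei neuron-like class were not lower on average in the CKO libraries (log2 fold change 0.137), while En2 counts were (−2.396). The CKO libraries went both ways, with a log2 fold change of −0.496 without CKO replicate 2 and 0.581 without CKO replicate 1, so a partial fall of En1 is not ruled out. Cells in which neither locus was deleted would keep En2 at the level of the controls, so the tables argue against such cells as the whole cause in this class. In cluster 16 En2 was not lower (0.25), and no cause was tested there. UMIs from the 3′ end of a deleted En1 allele remain a candidate explanation. It cannot be told apart from an undeleted En1 locus, because positions of reads within the gene were not used here.

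Free RNA and the granule lineage-like class. RNA of other cells in the control droplets may account for genes called lower in this class. In the planned test, the 60 genes had a median log2 ratio of expression outside to inside the class of 1.412 in the CKO libraries, against 0.067 for all tested genes. That ratio is partly fixed by the choice of genes, since a gene that is low in this class of the CKO libraries is chosen for it. In the controls, where the choice pushes the ratio the other way, it was 1.043 against −0.045. A further test, chosen after the planned result was seen, took 26 abundant genes of the other cells. Their median log2 fold change in this class was −1.111, and 25 of 26 were lower. All of these are in line with free RNA of other cells, though a loss of mixed or misassigned cells would look alike. Of the 60 genes, 3 were called lower among intact cells too (E030030I06Rik, En2 and Tmem14c). For these the tables argue against a lower share of intact cells in the controls as the whole cause. Depth was not evened by this choice of cells. Median UMIs of intact granule lineage-like cells were 15645.5 and 7131.5 in the controls and 18277.5 and 13081 in the CKO libraries. For the other 57 the median ratio of effects, intact cells over all cells, was 0.682, which leaves cell quality open.

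Free RNA and the excitatory cerebellar nuclei neuron-like class. The tests of granule lineage RNA in these droplets did not point the same way. In the planned test, the 170 genes called higher had a median log2 ratio of granule lineage-like to nuclei neuron-like expression of 0.871 in the controls, against −0.027 for all tested genes. The same choice of genes pushes this ratio up. In the CKO libraries, where it pushes the ratio down, it was 0.25 against −0.091. A replacement test, chosen after the planned result was seen, took 26 abundant genes of the granule lineage-like class. Their median log2 fold change was −0.425, with 20 of 26 lower, where free granule RNA needs them to be higher. Since the planned and the later test disagree, granule RNA and a change within these cells cannot be told apart for the genes called higher.

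Cell quality and cluster mix in the excitatory cerebellar nuclei neuron-like class. Of the 297 called genes, 37 were called in the same direction among intact cells. For these the tables argue against a lower share of intact cells in the controls as the whole cause. Intact cells still differed in depth between the groups, as given above, so a remaining difference in quality is not ruled out. For the other 260 the median ratio of effects, intact cells over all cells, was 0.754, and cell quality stays open because only 53 and 46 intact control cells were left in this class. Another mix of clusters 5, 7 and 8 may account for calls as well. With equal cells of the 3 clusters 24 of the 297 genes were called in the same direction, 286 of the 287 genes tested kept their direction, and the median ratio of effects to those in the class was 0.758. That fit evens the cells but not their UMIs, so the deeper cluster 8 weighs more in it. Within a single cluster 32 of the 297 genes were called in the same direction. For these the tables argue against the mix of clusters 5, 7 and 8 as the whole cause. Another mix of cells within a cluster is not covered by this test. Hopx and Rflna, leading genes of cluster 8, are also leading genes of sub-cluster 5. That sub-cluster had 40 and 22 control cells and 184 and 85 CKO cells. For the other 265 the mean effect within the clusters was 0.212 of that in the class at the median, over the 185 genes tested in all 3. Over all called genes tested in a cluster the median ratio was 0.155 in cluster 5, 0.12 in cluster 7 and 0.643 in cluster 8. A mix of clusters would bring this near 0. A change within cells would bring it near 1, and another mix of cells within a cluster could do so too. The genes behind 0.212 were chosen for having no call in a cluster, which lowers the ratio, so it is not comparable with 0.758. This and the use of these genes in the clustering keep the mix open.

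Sub-clusters. Sub-clusters were built on genes that may differ between the groups for any reason. Without the called genes 4 of 6 sub-clusters still differed in share, so the use of these genes in the clustering is not needed for a difference. This does not exclude other genes that differ between the groups, since 2418 genes of the class had an unadjusted p under 0.05. Of the 4, those led by Bnc2 and Phlda1 still had 8 and 7 called genes among their 10 leading genes. Those led by Snhg11 and Grm5 had 2 each. With the cells also thinned to 2000 UMIs, 1 of 6 differed, led by Rflna, Lmo2 and Evx1os (log2 ratio 2.61, adjusted p 0.0202). Depth as the whole cause would leave none. However, before thinning that sub-cluster was the deepest, with a median of 12425 UMIs per cell against 2674.5 to 4847 in the others. Its median mitochondrial share was also the lowest, at 2.23%. Of its 10 leading genes, 9 were called in at least 1 class, among them Sst, which was not called in this class. Thinning evens the UMIs but not the quality of the cells, so deeper, more intact cells in the CKO libraries and the genotype cannot be told apart for it. For the other 5 the lowest adjusted p was 0.1438, and both cannot be told apart there either. The log2 ratio of the sub-cluster led by Snhg11 was only 0.356 after thinning, and fewer cells were left. At sub-cluster resolution 1.0 a sub-cluster led by Robo3, Sorcs3 and Galnt16 had 0 and 0 cells in the controls and 45 and 52 in the CKO libraries. It had a median of 2250 UMIs and a median mitochondrial share of 6.36%, and 0 of its 10 leading genes were called, so these values give no sign of depth, cell quality or called genes behind it. It was not tested with thinned counts or without called genes. Of its cells, 97.9% lay in the sub-cluster led by Snhg11 as reported. Without them the sub-cluster led by Snhg11 at this resolution had a log2 ratio of 1.504 (adjusted p 0.0524).

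Genes near the deleted loci. Alleles carried along with the floxed loci could give called genes near En1 and En2. Of 344 called genes other than En1 and En2, 334 lay more than 20 Mb from both or on another chromosome. The 10 near genes are 2.91% of the called genes, against 2.42% of the tested genes (Fisher's exact p 0.4784). The tables argue against alleles linked to these loci for the calls as a set. Alleles elsewhere in the genome were not tested. Cwc22, on chromosome 2, was higher in each class tested, with log2 fold changes from 1.094 to 2.09. It was called only in the excitatory cerebellar nuclei neuron-like class. Smpd3 and mt-Nd3 were lower in each class and called in none. The gene 2610027F03Rik, called higher in 3 classes, lies 13748 base pairs from En1 on the same strand. A linked allele, transcription past a deleted En1 and a regulatory effect cannot be told apart for it, because positions of reads were not used here.

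Replicate numbers. The deviations of same-numbered libraries from their group means correlated at −0.242 over the genes of all cells. Sex and blood RNA are a possible explanation, since Xist UMIs without those of Y-linked genes were found in 2, 1919, 1353 and 782 cells and the reverse in 1702, 698, 306 and 1811, in control replicates 1 and 2 and CKO replicates 1 and 2. Without genes of the sex chromosomes and haemoglobin genes the correlation was −0.228, so the tables argue against these genes as the whole cause.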
